A study of Drosophila melanogaster with 23 samples. Its data were reported in "The Dm-Myb Oncoprotein Contributes to Insulator Function and Stabilizes Repressive H3K27me3 PcG Domains" (2020).

How the data were processed

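RNA was measured in wing imaginal discs, the larval tissue that forms the adult wing and thorax, dissected from male late-stage *Drosophila melanogaster* larvae. Larvae hemizygous for the *Myb* MH107 allele, which was made by mobilizing a P element, were compared with larvae of the *yw* stock. Each genotype had 3 biological replicates. Of the 6 biological replicates, 5 were hybridized to 4 arrays and 1 control replicate was hybridized to 3 arrays, which gave 12 mutant and 11 control arrays. Genotype, biological replicate and technical replicate were taken from the sample titles. A second description of the series places the control replicate with fewer arrays under another replicate number, and the titles were followed.

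Per the study's methods, random-primed cDNA carrying Cy3 was hybridized to a one-color NimbleGen expression array. The authors corrected the background, normalized the arrays by quantiles and summarized the probes of each transcript by median polish with the robust multichip analysis (RMA) algorithm in ArrayStar. The deposited values were signal intensity on a linear scale, with 1 value per transcript and array. The table held 21051 transcripts. Of these, 4414 (21.0%) held the single value 14.158 on all 23 arrays and were left out, because they carried no measurement of a difference. The remaining 16637 transcripts were tested. No other column of per-sample values was present (0 columns). Detection flags, slide and scan date were not analysed here, so an effect of slide or scan was not tested.

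The values had been normalized together. Over the tested transcripts, array medians ran from 996 to 1060 signal units, and centring each array on its median moved no array by more than 0.06 on the log2 scale. No pair of arrays held identical values. The median correlation of log2 signals was 0.999 between arrays of 1 biological replicate, 0.994 between biological replicates of 1 genotype and 0.984 between genotypes. The number of arrays and of biological replicates limited the precision.

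Signals were converted to log2, and the technical replicates of each biological replicate were averaged (limma 3.58.1 in R 4.3.3), because arrays of 1 RNA sample are not independent. The 6 means were compared by linear models with empirical Bayes variances (lmFit and eBayes in limma), two-sided, with Benjamini-Hochberg adjustment over the 16637 transcripts. A transcript was called when its adjusted p was under 0.001 and its signal was at least 500 in at least 1 biological replicate, which are the threshold and minimum of the study's methods. Of the tested transcripts, 9754 reached that minimum. Every log2 change is the mutant mean minus the control mean, and every fold is taken from it. The design, the alternatives and the rule for naming genes were fixed before the data were examined, apart from the alternatives described as chosen after seeing the data. Fixed alternatives were another threshold, no signal minimum or the minimum applied before the test, the methods' t-test on the 6 means and on all 23 arrays, all arrays with the biological replicate as a random block (duplicateCorrelation with statmod 1.5.0), the first technical replicate alone, the replicate number as a block, median centring, a second quantile normalization, an intensity trend with a robust prior, and each biological replicate left out in turn.

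The replicate numbers were checked for pairing. Deviations of same-numbered mutant and control replicates from their group means correlated at 0.20, 0.18 and 0.28 over all tested transcripts, and at 0.19, 0.38 and 0.55 over the 9295 transcripts with a mean signal of at least 500. In 0 of the 5 other matchings were all 3 correlations over 0.1. Same-numbered replicates therefore varied together, but 5 other matchings are too few to establish a pairing. The deviations of 3 replicates from their mean cancel out, so the matchings are not independent of each other. A source of such a pairing, for example a shared day of dissection or hybridization, is not stated in the labels. The replicate block value is given beside the counts of calls at an adjusted p under 0.001 that it moved by over 1.5 times, and the calls that it changed among genes given by the naming rule are named or counted.

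Transcripts carry FlyBase transcript identifiers. Gene symbols were taken from a supplementary sheet of the study, which served for identity alone. The sheet was available in part and held the 1999 transcripts (1768 genes) that the study ranked first by p-value. One symbol that a spreadsheet had turned into a date was restored from the transcript name beside it. Of the named transcripts, 97.9% belonged to a gene of the RefSeq annotation (Release 6), which was used for current names and gene order and for no coordinates, since the build behind the array is not stated. All 234 called transcripts and 1062 of the 1066 called at an adjusted p under 0.05 had a name. Counts of called list members were therefore nearly complete, whereas medians over a list covered identified members, which had been selected by a small p-value. Set tests were run only where at least 80% of a list had an identified transcript.

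Genes were named by this rule. *Myb*, *AlkB*, *y* and *w* came first, then the genes named in the study's text, the 5 largest rises and the 5 largest falls among called transcripts whose groups did not overlap, and the called members of each list, or the 3 largest changes per direction where more than 5 were called. Members of up to 5 divergent gene pairs with a called member and a value for both were named, chosen by the difference between members. A gene with several identified transcripts was given by the one with the highest mean signal. Lists of cell cycle genes (65), chromatin and insulator protein genes (45), insulator-adjacent genes (19), bound cell cycle genes that the study did not call (7) and divergent gene pairs (19 at Myb-bound sites and 3 at sites without Myb) came from the study. Lists of germline (40), Polycomb target (63) and stress and apoptosis genes (19) were written from general knowledge before the data were examined. Lists of blood cell (19), fat body (12), trachea (7) and muscle precursor genes (6) were written after the transcripts called lower had been seen.

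The test was tested on simulated data for the comparison of mutant with control, with 200 of 16637 transcripts changed. The changed transcripts were drawn from those with a mean signal of at least 500, and no pairing of replicates was simulated. Recovery of changes in transcripts with a lower mean signal was therefore not tested. At the threshold of 0.001 it recovered 71% of the changed transcripts, with 53.9% of 2-fold and 88.8% of 4-fold changes, and it called 0 unchanged transcripts. At 0.05 it recovered 93% and called 4 unchanged transcripts. The methods' t-test with each simulated array as a replicate called 280 unchanged transcripts at 0.001. Permutation tests of chromosome arms and gene neighbours used 100000 shuffles of the directions of called genes. On 200 runs over 898 genes with shuffled directions, these tests gave a p under 0.05 in 3.5% and 2.0% of runs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for these tests and for the plots.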

Results

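To ask which genes change when Myb is lost from a developing tissue, RNA from wing discs of *Myb* mutant and *yw* control male larvae was hybridized to 23 expression arrays, 12 for the mutant and 11 for the control. Myb is the single fly member of a family of DNA-binding transcription factors, and the *yw* stock is the laboratory line into which the mutation had been outcrossed. Each genotype was represented by 3 biological replicates, which are the units of every comparison, and 16637 transcripts were tested. Values are RMA signals on the log2 scale, given as mean ± SD over the 3 biological replicates.

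Technical replicates differed by less than biological ones. The median SD per transcript was 0.0818 (log2) between arrays of 1 biological replicate and 0.125 between biological replicate means of 1 genotype. Over the 9295 transcripts with a mean signal of at least 500, these values were 0.0576 and 0.0955.

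The genes named in the genotypes were examined first. *Myb* (FBtr0074169, X chromosome) measured 12.21 ± 0.05 in the mutant and 13.92 ± 0.06 in the control, a log2 change of -1.71 (SE 0.06, limma adjusted p = 3.54e-05). Its mutant signal was still 4742, against 15515 in the control. *AlkB* (FBtr0074168, X chromosome), which the allele also removes, measured 5.60 ± 0.06 in the mutant and 9.38 ± 0.16 in the control, a change of -3.78 (SE 0.10, adjusted p = 5.88e-06), with signals of 48.6 and 667. *w* (FBtr0070490, X chromosome), for which both the control stock and the *Myb* mutant chromosome carry mutant alleles, measured 11.88 ± 0.20 in the mutant and 6.24 ± 0.20 in the control, a change of 5.65 (SE 0.14, adjusted p = 5.6e-06), with signals of 3773 and 75.4. No transcript was identified for *y*. With the replicate block, the adjusted p of *Myb* was 0.00171, and 12 of the 25 called genes given by the naming rule, *Myb* among them, lost their call with adjusted p between 0.00171 and 0.00806.

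Transcripts differed between mutant and control in both directions. Under the threshold of 0.001, 234 transcripts of 206 genes were called, with 131 transcripts (114 genes) higher and 103 transcripts (92 genes) lower in the mutant. The count moved most under the methods' t-test with each array as a replicate and no adjustment, which called 3355. On the same 6 means after adjustment that test, which pools no variance across transcripts, called 17. The replicate block gave 61 calls (56 genes), with 43 higher (39 genes) and 18 lower (17 genes), and all 61 were among the 234. Leaving out 1 replicate gave 70, 71 and 121 calls without mutant replicates 1, 2 and 3, and 106, 317 and 100 calls without control replicates 1, 2 and 3. The groups did not overlap in any of the 234 transcripts. Among all tested transcripts the share without overlap was 29.0%, and chance gives 10%. The median log2 change was 2.42 among transcripts called higher, with a range of 0.74 to 7.26, and -2.12 among those called lower, with a range of -6.46 to -0.70. Among the calls made with the replicate block the medians were 4.10 and -3.20.

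**Figure D1:**
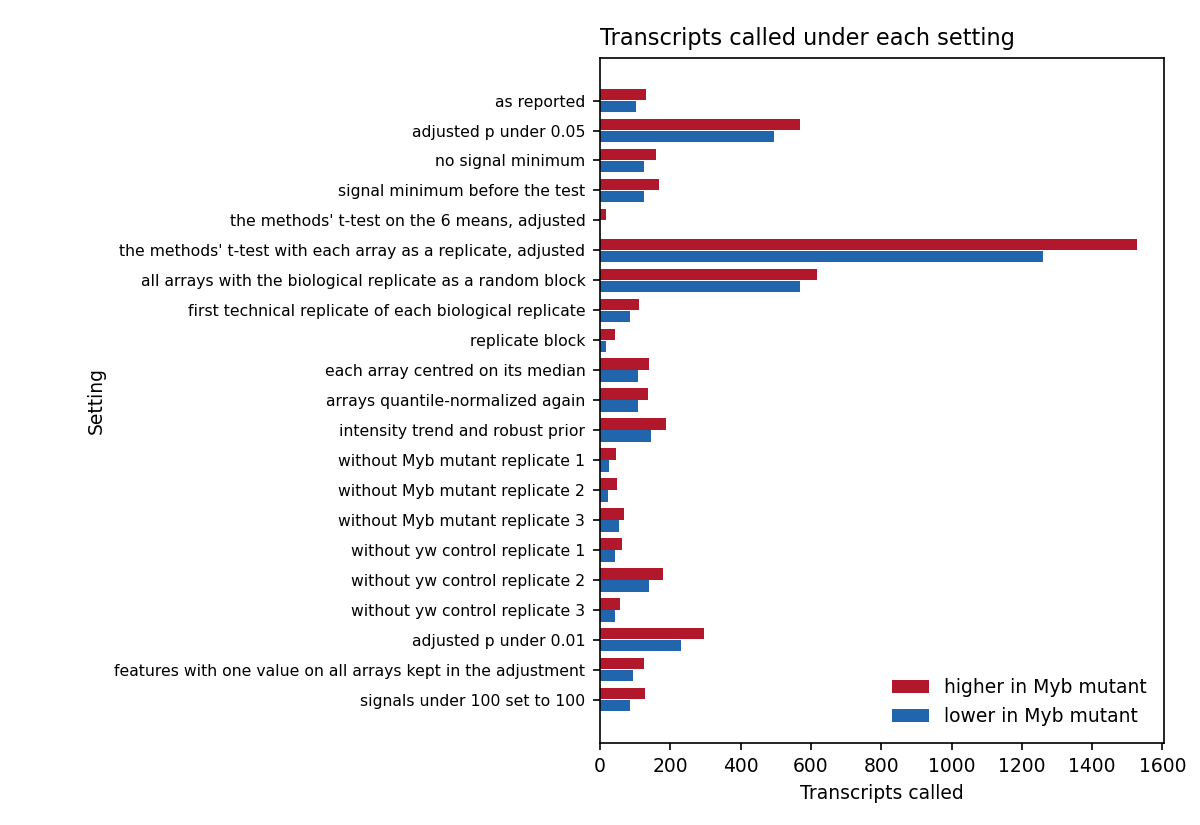
Number of transcripts called (horizontal axis) under each setting (vertical axis), higher in the *Myb* mutant in red and lower in blue. Settings with an unadjusted p are not drawn. The counts drawn range from 17 to 2788, against 234 as reported, and transcripts called higher outnumber those called lower under every setting drawn.

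Transcripts called higher were sorted by fold into the classes used by the study. Of the 131, 54 rose by 2- to 5-fold, 26 by over 5- to 10-fold and 41 by over 10-fold, and the other 10 rose by under 2-fold. Among the 103 called lower, 13 fell by over 10-fold. In 31 transcripts called higher the control signal was under 100, and 23 of these were in the class over 10-fold. In 9 transcripts called lower the mutant signal was under 100. With the replicate block 0 transcripts rose by under 2-fold, 0 by 2- to 5-fold, 13 by over 5- to 10-fold and 30 by over 10-fold, and 7 fell by over 10-fold. Of the block's calls, 21 higher ones had a control signal under 100 and 5 lower ones a mutant signal under 100. Folds against so dim a signal depend on the background correction, and the table analysed here held no detection flags to bound them.

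The largest rises were in *CG12698* (FBtr0074139), *CG1571* (FBtr0071106), *swa* (FBtr0070922), *CG4318* (FBtr0073742) and *w*, all on the X chromosome. *CG12698* measured 12.84 ± 0.05 in the mutant and 5.58 ± 0.06 in the control, a change of 7.26 (SE 0.06, adjusted p = 2.19e-07), with signals of 7309 and 47.7. *CG1571* measured 13.02 ± 0.01 and 5.77 ± 0.23, a change of 7.25 (SE 0.12, adjusted p = 1.49e-06), with signals of 8294 and 54.6. The changes of *swa* and *CG4318* were 6.02 (SE 0.09) and 5.94 (SE 0.15), with control signals of 68.4 and 114.7. The largest falls were in *PPO2* (FBtr0088663, 2R), *PPO1* (FBtr0086819, 2R), *CG11125* (FBtr0088974, 2R), *Vajk1* (FBtr0080560, 2L) and *Poc1* (FBtr0075863, 3L). *PPO2* measured 7.29 ± 0.60 in the mutant and 13.75 ± 0.28 in the control, a change of -6.46 (SE 0.31, adjusted p = 9.98e-05), with signals of 156 and 13733. *PPO1* changed by -6.23 (SE 0.14), with signals of 113 and 8467. The changes of *CG11125*, *Vajk1* and *Poc1* were -4.85 (SE 0.10), -4.61 (SE 0.20) and -4.57 (SE 0.10). *Vajk1* lost its call with the replicate block.

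**Figure D2:**
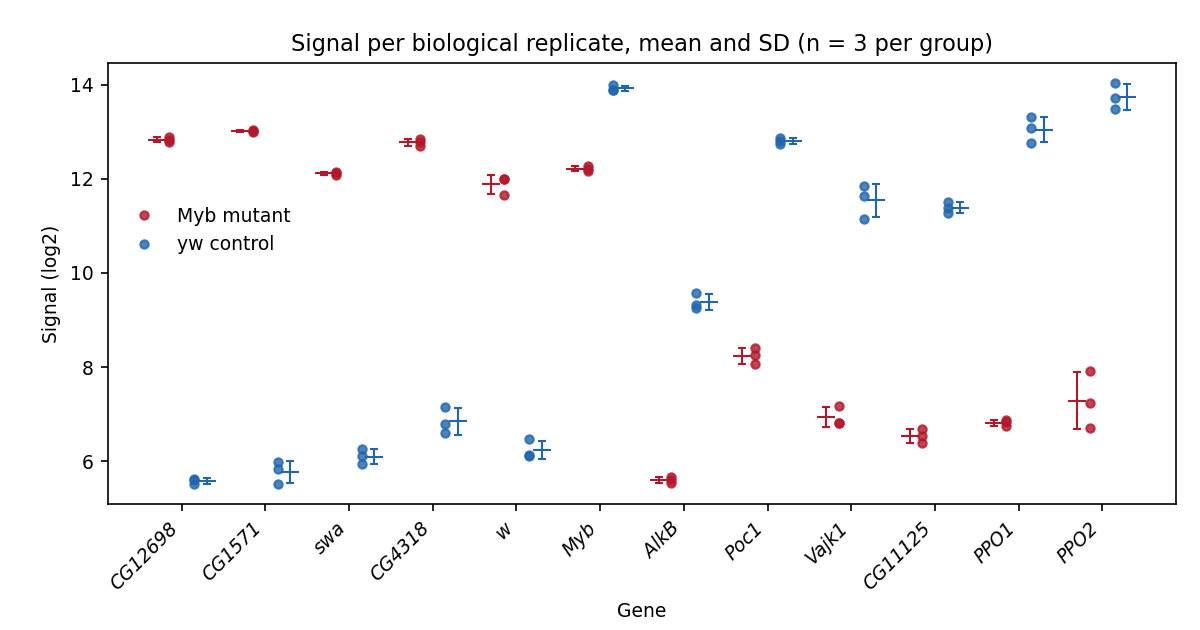
Signal on the log2 scale (vertical axis) of the genes named in the genotypes and of the largest rises and falls (horizontal axis). Points are the 3 biological replicates of each genotype, red for the *Myb* mutant and blue for the *yw* control, and crossbars with whiskers are their mean and SD; the groups stand apart in every gene drawn, and *Myb* itself stays at 12.21 in the mutant.

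Other genes discussed in the study differed in size and in certainty. *fs(1)N* rose by 4.47 (SE 0.11, adjusted p = 5.6e-06), with signals of 2062 in the mutant and 92.8 in the control. *CG11409* rose by 0.76 (SE 0.13, adjusted p = 0.0193) and was not called. The cell cycle genes *okr*, *mad2*, *Mps1*, *Pen*, *dgt6* and *msd5* were all lower in the mutant and none was called at 0.001. Their changes were -0.40, -0.31, -0.47, -0.20, -0.43 and -1.17, and their adjusted p ranged from 0.00246 in *msd5* to 0.10 in *Pen*. No transcript was identified for *Rad9* and *Cap-D2*, which the study names beside them, or for *Upf2*.

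Cell cycle genes are the class that the study describes as needing Myb. Of the 65 listed genes, 44 (67.7%) had an identified transcript, so a set test on the list is void. In all 44 the mutant mean was below the control mean, with a median change of -0.42 and a range of -1.51 to -0.11, over transcripts that had been identified through a ranking by p-value. The study chose the list partly on these arrays, so this shared direction is not independent evidence. The median was -0.43 after median centring and after a second quantile normalization. Of these, 4 were called lower and 0 higher. These were *cort* (-1.51, SE 0.11), *cmet* (-1.41, SE 0.11), *Sse* (-1.14, SE 0.08) and *aurA* (-1.11, SE 0.08), with adjusted p between 0.000406 and 0.000583. Adjusted over the list alone, 12 were lower (0 with the replicate block), which is not independent evidence because the study chose the list partly on these arrays. At an adjusted p under 0.05, a threshold applied to lists after seeing the data, 31 were lower and 0 higher. With the replicate block 0 were called, and 0 were called without mutant replicate 1, without mutant replicate 2, without control replicate 1 or without control replicate 3. Without mutant replicate 3, 1 was called. The list of 7 bound cell cycle genes that the study did not call had 0 members with an identified transcript.

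**Figure D3:**
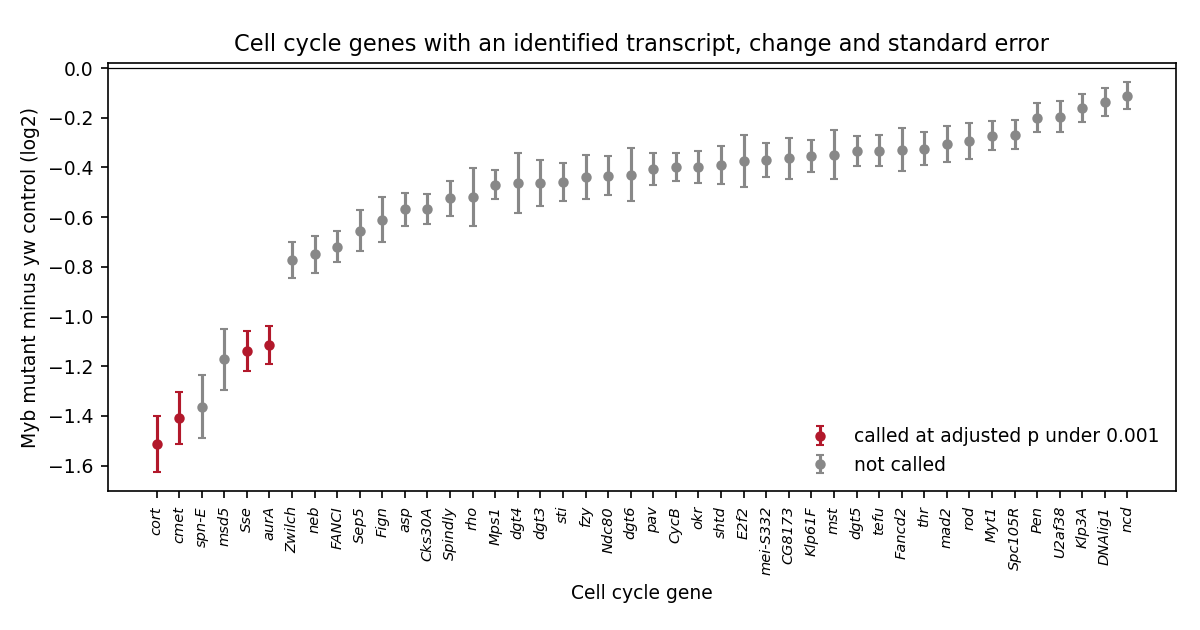
Change of each of the 44 cell cycle genes with an identified transcript (horizontal axis), as mutant minus control on the log2 scale (vertical axis), with its standard error. The 4 genes called at an adjusted p under 0.001 are red and the others grey. All 44 lie below 0, between -1.51 and -0.11, in a list that the study chose partly on these arrays.

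The study asks whether genes of insulator proteins and chromatin-modifying enzymes fall when Myb is lost. Of 45 listed genes, 3 had an identified transcript, so a set test is void, and limma called 0 at an adjusted p under 0.001. Under the looser threshold of 0.05, 1 was higher and 0 were lower. The higher one, *BEAF-32*, which is named after its value was seen, rose by 0.59 (SE 0.09, adjusted p = 0.0117), with signals of 3017 and 2003. The other listed genes had no identified transcript. Because 1062 of the 1066 transcripts called at 0.05 were identified, nearly all calls among these genes would have been seen, but the sizes of their changes are not known here.

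Genes beside insulator sites were listed by the study as higher in the mutant on these arrays, so their rise is not independent evidence. All 19 had an identified transcript, 17 were called higher and 0 lower, and 18 were higher adjusted over the list alone. The median change was 4.51. As a set they rose against all other transcripts (camera with a preset correlation, two-sided p = 8.88e-42), and the set remained below 0.001 with the correlation estimated from the data (p = 0.000123) and by fry (p = 2.21e-09). The 3 largest members were *CG12698*, *CG1571* and *swa*. The members not called, named after their values were seen, were *Ir68b* (4.81, SE 0.47, adjusted p = 0.00187) and *Ir76a*. The transcript of *Ir76a* with the highest mean signal rose by 0.76 (SE 0.14, adjusted p = 0.0238), whereas its other identified transcripts disagreed with it, rising by 4.65, 4.82 and 5.07, and were called. The list also holds *w*, for which both stocks carry mutant alleles.

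Divergent gene pairs, in which neighbouring genes are transcribed away from each other across an insulator site, were compared between members. Of the 19 pairs at Myb-bound sites, 11 had 1 member called, 8 had none and 0 had both. Among the called members, *CG1571*, *swa*, *fs(1)N*, *hdm*, *CG4596* and *CG14864* are also in the list of insulator-adjacent genes. The study listed those as higher on these arrays, so their calls are not independent evidence. The 3 pairs at sites without Myb had no identified transcript for any member, so no change was measured there and they give no contrast to the bound sites. With a threshold of 0.05 the pairs at Myb-bound sites became 12 with 1 member, 5 with none and 2 with both. A member without an identified transcript counted as not called, and only 3 of the pairs had a value for both members. In the pair of *hdm* and *Ykt6*, *hdm* rose by 4.37 (SE 0.07) and *Ykt6* changed by -0.30 (SE 0.06, adjusted p = 0.0424). In the pair of *CG14864* and *Zip88E*, *CG14864* rose by 4.40 (SE 0.09) and *Zip88E* by 0.55 (SE 0.08, adjusted p = 0.00774). In the third pair, named after its values were seen, *CG14408* rose by 0.34 (adjusted p = 0.0797) and *CG14411* by 0.25 (adjusted p = 0.101), and neither was called. The control signals of *hdm* and *CG14864* were 67.5 and 89.5.

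Germline genes gave calls in both directions. Of 40 listed genes, 14 had an identified transcript, and 3 were called higher and 3 lower. *tej*, *krimp* and *del* rose by 2.56 (SE 0.12), 2.03 (SE 0.12) and 1.19 (SE 0.08), while *mei-218*, *vret* and *shu* changed by -2.47 (SE 0.17), -1.75 (SE 0.09) and -1.30 (SE 0.08). Adjusted over the list alone, 5 were higher and 4 lower, against 3 and 3 with the replicate block. All 6 called germline genes lost their call with the replicate block. Among 63 Polycomb target genes and 19 stress and apoptosis genes, limma called 0 at an adjusted p under 0.001, also when adjusted over the list alone. At an adjusted p under 0.05, 6 Polycomb target genes were lower and 1 was higher, and 6 stress and apoptosis genes were higher and 0 lower.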

Values the study reported

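The study reported 1,069 genes that changed significantly in both its expression arrays and its RNA sequencing, at p values under 0.001 and 0.05. It reported 653 of these as upregulated and 416 as downregulated in the mutant. It described upregulated genes as moderate at 2- to 5-fold, high at over 5- to 10-fold and maximal at over 10-fold.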

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

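The alternatives chosen after seeing the data were the threshold of 0.01, the threshold of 0.05 for members of lists, the adjustment that keeps transcripts with 1 value on all arrays, signals under 100 set to 100, and the replicate block for fold classes, divergent pairs, the lists beyond those of the study and the tests on gene order and dim signals. None of the 234 calls changed direction under any alternative, and higher calls outnumbered lower calls under every alternative. Many alternatives leave the estimated change as it is. The groups did not overlap in any of the 234 transcripts, so leaving out a replicate could not reverse a call. The lack of reversals is therefore little evidence of robustness.

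The count of calls depended on the threshold and on what was taken as a replicate. It was 1066 (570 higher and 496 lower) at an adjusted p under 0.05 and 527 (296 and 231) under 0.01, by the construction of these thresholds. The methods' t-test on the 6 means called 17 (16 and 1) after Benjamini-Hochberg adjustment and 490 (286 and 204) at an unadjusted p under 0.001. It draws on the spread of each transcript alone, with few degrees of freedom. With each array as a replicate it called 2788 (1528 and 1260) adjusted and 3355 (1797 and 1558) unadjusted. Arrays of 1 RNA sample vary less than RNA samples do, and on simulated data this form called 280 unchanged transcripts, so part of the surplus may be false calls. All arrays with the biological replicate as a random block gave 1184 calls (616 and 568), with a single correlation for every transcript, and 233 of the 234 calls were among them. The replicate block gave 61 (43 and 18), all among the 234. The block spends residual degrees of freedom on the pairs. Of its higher calls, 0 rose by under 2-fold, 0 by 2- to 5-fold and 13 by over 5- to 10-fold. It gave 9 divergent pairs at Myb-bound sites with 1 member called, against 11. It changed no call among members of the chromatin list and none in the set test of insulator-adjacent genes (p = 2.39e-30), of which it called 15 against 17.

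The share of higher calls was 56.0% in the main setting. It was 94.1% under the adjusted methods' t-test on the 6 means, 70.5% with the replicate block and 66.2% without mutant replicate 2, and neither centring nor a second quantile normalization moved it by 10 percentage points.

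Leaving out 1 biological replicate gave 70 to 317 calls, with 45 to 178 higher and 24 to 139 lower. The calls were 70, 71 and 121 without mutant replicates 1, 2 and 3, and 106, 317 and 100 without control replicates 1, 2 and 3. Fewer samples lower the power. The rise without control replicate 2, with 222 of the 234 calls shared, runs against that, and the cause was not tested. The fold classes ranged from 0 to 18 (under 2-fold), 0 to 80 (2- to 5-fold), 15 to 32 (over 5- to 10-fold) and 30 to 48 (over 10-fold). The class of 2- to 5-fold held 0, 2 and 16 without mutant replicates 1, 2 and 3, and 9 and 10 without control replicates 1 and 3, and the class over 5- to 10-fold held 15 without mutant replicate 1 or 2 and 17 without control replicate 3. Called cell cycle genes ranged from 0 to 4, and called insulator-adjacent genes from 16 to 18. Without control replicate 2, only 285 of the 317 calls had a gene name, so the count of 4 cell cycle genes there may be too low.

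Other alternatives left the count within 1.5 times, from 197 with the first technical replicate of each biological replicate to 333 with an intensity trend and robust prior. With signals under 100 set to 100 there were 213 calls, and 17 transcripts rose by under 2-fold. The class over 10-fold held 36 there, against 41.

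Among lists, the threshold of 0.05 gave 31 cell cycle genes, all lower, and 1 chromatin gene, higher. It gave 5 divergent pairs at Myb-bound sites with no called member and 2 with both. The replicate block called 0 cell cycle genes, while median centring called 5. The spread between technical replicates was 0.0576 and that between biological replicates 0.0955 with a mean signal of at least 500, both lower than over all transcripts because dim signals vary more on the log2 scale.

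Among the 34 genes given by the naming rule, none reversed, although many of the alternatives leave the estimated change as it is. Under the adjusted methods' t-test on the 6 means 21 lost their call, with the replicate block 12, and when a replicate was left out 12 lost it at least once, in 46 of 204 fits. The threshold of 0.05 and the random block each added a call for 6. Median centring, no signal minimum and the intensity trend changed none of these calls.

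The alternatives not run were 1 transcript per gene over the whole array and the mean of all transcripts of a gene for the cell cycle and chromatin lists, because not all transcripts have a gene name here, and set tests on those lists, which are void. Signal over background limits the folds of the 31 transcripts called higher from a control signal under 100 and of the 9 called lower to a mutant signal under 100.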

Other observations

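The germline, Polycomb target and stress lists and their calls at an adjusted p under 0.001 were planned, and the tests on neighbouring genes that do not overlap and on genes 2 to 5 positions apart were set before their results were seen. The other tests below, and every repeat with the replicate block, were chosen after the results they bear on. In all, 25 p-values from tests on arms, neighbours, the region of *Myb* and dim signals formed 1 family, which leaves out the repeats with the replicate block and the tests of single arms, which were adjusted among themselves, and 11 gene lists were compared.

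Between the 234 calls and chance stood few samples. The 6 biological replicates can be divided into 10 splits of 3 against 3, and 1 of the 10, the real one, gave as many calls, as many higher calls, as many lower calls, as many cell cycle calls and as many insulator-adjacent calls. Every other split gave 0 calls at an adjusted p under 0.001 and 0 under 0.05 in limma. Those splits put mutant and control replicates in the same group, so differences between the genotypes widen their spread and lower their calls. Their 0 calls are therefore not the level that chance alone would give. At an unadjusted p under 0.05 the real split gave 3772 transcripts and the other splits up to 2479. Of the 4 splits that part all 3 same-numbered pairs, as the real one does, again 1 gave as many calls. The share cannot fall below 0.1 in this design, so chance cannot be excluded by this count alone.

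The genes called here numbered 206. That is lower than the number quoted from the study above, and so are the 114 genes called higher and the 92 called lower. These were 56, 39 and 17 with the replicate block. The measures differ, since arrays of 1 RNA sample were averaged here, limma replaced the methods' t-test and no RNA sequencing was used. The study's number counts genes that changed in both arrays and RNA sequencing, so leaving out RNA sequencing cannot by itself explain the lower number. The methods' t-test with each array as a replicate called 2788 transcripts after adjustment, against 234 in the main setting.

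The *Myb* transcript kept a signal of 4742 in larvae described as carrying a null allele that lacks the start of the gene. Whether this is RNA from the remaining part of the gene or signal from other RNA was not tested. The rise of *w*, for which both stocks carry mutant alleles, was likewise not tested against those alleles and the marked chromosomes of the stocks.

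Blood cell genes fell and fat body genes rose. The largest falls, in *PPO2* and *PPO1*, are in genes of phenoloxidases made by blood cells, and a blood cell list was written from that sight. Of its 19 genes, 16 had an identified transcript, 10 were called lower and 0 higher (5 and 0 with the replicate block), and the median change was -2.78. *Pxn* went from a control signal of 13268 to 1234 and *Hml* from 3517 to 202, while the brightest member, *Col4a1*, went from 20753 to 14620 and was not called. *PPO3*, named after its value was seen, rose by 0.92 (adjusted p = 0.00187). Of 12 fat body genes, 9 had an identified transcript, 8 were higher and 1 lower at an adjusted p under 0.05 (4 and 1 with the replicate block), and the median change was 3.01. *Lsp1beta* went from 2835 to 22904 and *Lsp2* from 1658 to 14697. Under the threshold of 0.001, *Lsd-1* was called higher (3.51) and *fat-spondin* lower (-3.72), and with the replicate block 1 was higher and 0 lower. A lower share of wing disc cells would raise blood cell and fat body genes alike, and the difference between the medians, 5.80 on the log2 scale, argues against a change in that share alone. Fewer blood cells attached to the mutant discs may explain the fall of the blood cell genes, but the list was written after the falls were seen and so cannot decide it, and a lower expression per blood cell stays open. Of the identified members, 14 blood cell and 6 fat body genes had a control signal of at least 500, no member is in another list, and how much of that signal comes from disc cells is not known here.

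Fat body genes also moved together within each genotype. The mean pairwise correlation of their deviations from the group means was 0.534, at percentile 99.8 of 10000 random lists matched on mean signal. It was 0.164 for blood cell genes (percentile 96.9), 0.116 for cell cycle genes (percentile 99.6) and -0.00773 for insulator-adjacent genes (percentile 12). An amount of attached fat body that varies from dissection to dissection may produce this, as may a difference in larval age, since larval serum proteins such as *Lsp1beta* accumulate late in larval life. *fat-spondin* goes against more fat body tissue. The tables cannot decide between these, and replicates of the mutant and of the control are too few to separate them. Of the other tissue lists written at the same time, trachea genes gave 1 called lower (*btl*, -1.32, and 0 with the replicate block) and muscle precursor genes 0, with 2 identified transcripts for trachea and 3 for muscle precursors. At an adjusted p under 0.05, 1 trachea gene and 2 muscle precursor genes were lower and 0 higher, with and without the replicate block. The median change of the 3 muscle precursor genes was -0.84, and all 3 were lower in the mutant.

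The germline and Polycomb target lists held falls beside rises. Among germline genes, 3 were called lower beside 3 higher, which argues against a common rise of the listed germline genes at whatever level they are expressed. With the replicate block 0 were called. Of the 63 Polycomb target genes, 7 had an identified transcript. Under the threshold of 0.05, 6 of these were lower (*ase*, *knrl*, *mid*, *eya*, *ato* and *Ubx*) and 1, *ey*, was higher (1.82, adjusted p = 0.0116), which argues against a common rise of the listed Polycomb target genes in wing discs. The 6 falls were small, from -0.80 to -0.54. Nearly all calls at that threshold were identified, so few if any of the other listed Polycomb target genes can have been called there. The falls were in genes expressed in the control. All 7 identified members with a control signal under 500, 6 germline and 1 Polycomb target, were higher in the mutant, against 2 of 8 germline and 0 of 6 Polycomb target genes at 500 or more. Of all identified transcripts with a control signal under 500, 341 of 519 (65.7%) were higher, and of all tested ones 3507 of 7354 (47.7%). A rise of listed genes that are silent or dim in the control therefore stays open, since few were identified, and through a ranking whose dim transcripts rose more often than dim transcripts in general. Stress and apoptosis genes gave 6 higher and 0 lower at the threshold of 0.05 and 0 at 0.001, with the largest rise in *Ilp8* (1.98, adjusted p = 0.00517). All 10 identified members had a higher mean in the mutant, 4 with a control signal under 500 and 6 at 500 or more. A common rise of the listed stress and apoptosis genes may therefore be present, but 10 of the 19 genes were identified, and through a ranking by p-value, so it stays undecided. These genes were named after their values were seen.

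Neighbouring genes tended to change in the same direction. Of 15 pairs of called genes that are next to each other in the RefSeq order, 14 shared a direction, where directions shuffled within chromosome arms gave 7.74 on average (permutation p = 0.00075, adjusted over the family 0.00312). The calls made with the replicate block hold 1 such pair, which shared a direction and decides nothing (p = 0.658), while 21 of 22 pairs shared one at 0.01 and 75 of 87 at 0.05 (p = 1e-05 for both, the smallest that the shuffles can give). The exception was *Myb* and *CG15914*, which rose by 1.74. Among calls at an adjusted p under 0.01 and under 0.05, 42 of 46 and 93 of 113 pairs shared a direction (permutation p = 1e-05 for both, the smallest that the shuffles can give). Transcripts that overlap can be read by the same array signal. In the 9 pairs that do not overlap, 9 shared a direction (permutation p = 0.00215, adjusted 0.00664), which argues against overlap as the whole cause. With the replicate block this was 1 of 1 pair, and 12 of 12 at 0.01 (p = 0.00036). For genes 2 to 5 positions apart, 16 of 23 pairs shared a direction (permutation p = 0.0906, adjusted 0.174), which does not decide whether the pattern reaches over several genes, although p was 0.00239 and 0.00047 at the looser thresholds, and 0.0117 and 0.0131 there with the replicate block. Related genes in tandem, such as *GstE5* with *GstE6* and *Vajk2* with *Vajk3*, may share regulation or probes that hybridize to both, although *Vajk1* went the other way (-4.61), and neighbours may be expressed together without Myb. Neither was tested. A change of a chromatin domain shared by both neighbours is a further hypothesis that these arrays do not address.

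Whether the direction of the calls depends on the chromosome arm was not settled. A permutation test over arms gave p = 0.076 (adjusted 0.158) at an adjusted p under 0.001, and p = 0.0121 (adjusted 0.0275) and 0.00684 (adjusted 0.0171) at 0.01 and 0.05. With the replicate block p was 0.221, 0.038 and 0.0017 at these thresholds. Of 24 tests of single arms over these thresholds, 0 passed after adjustment; the lowest adjusted value was 0.0793, for 3L at 0.01, with 30 genes higher and 45 lower. On the X chromosome 26 called genes were higher and 14 lower (12 and 3 with the replicate block). A stretch of the mutant chromosome around *Myb* may differ from the control stock after outcrossing. Within 40 gene positions of *Myb*, and leaving out *Myb* itself, 6 called genes were higher and 1 lower (3 and 1 with the replicate block), against 20 and 12 on the rest of the X chromosome (9 and 2 with the block, Fisher's exact test, two-sided p = 0.388 without the block, adjusted 0.571). The result was negative at all 4 widths and 3 thresholds tried, and with so few genes it excludes no such difference. The 1 gene called lower within 40 positions was *AlkB*, which the allele also removes and which was kept in these tests. Keeping *AlkB* works against finding a surplus of rises near *Myb*, and the tests were not repeated without it.

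Genes with a signal under 100 in 1 genotype alone were more often dim in the control. There were 28 such called genes in the control and 8 in the mutant (exact binomial test, two-sided p = 0.00119, adjusted 0.00426), and 19 and 4 with the replicate block (p = 0.0026). Sequence differences from the array probes may dim a signal, but differences equally common in both stocks would give like counts, and these counts argue against that. A control stock that lies farther from the array sequence stays open, as does a rise of silent genes in the mutant, and neither was tested.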
